A study of Mus musculus with 4 samples. Its data were reported in "Hepatocyte-specific perturbation of NAD+ biosynthetic pathways in mice induces reversible nonalcoholic steatohepatitis–like phenotypes" (2021).

How the data were processed

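Single-nucleus RNA-Seq (snRNA-Seq) was performed by the authors on liver nuclei from 3 WT mice and 3 hepatocyte-specific Nampt knockout (HNKO) mice. In HNKO mice a floxed Nampt gene is recombined by Cre expressed from the albumin promoter, which is active in hepatocytes. Per the labels, 4250 nuclei per mouse were sorted after each mouse had been stained with its own hashtag, an oligonucleotide-tagged antibody that marks the mouse of origin. The nuclei were then pooled and sequenced with 10x Genomics 3′ chemistry as 2 RNA pools and 2 hashtag pools. These 4 pools are the GEO samples. The mice are told apart only inside them, through the hashtag that the authors' deposited table gives for each nucleus.

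The authors quantified reads with Alevin on the GRCm38 genome and the GENCODE M25 gene model, and deposited estimated counts of unique molecular identifiers (UMIs) per gene and nucleus. Alevin splits some UMIs between genes, and 10.1% of the nonzero values differed from a whole number by more than 0.001. Introns were counted, so unspliced nuclear RNA contributed to the values. A second matrix held the authors' SCTransform-corrected values, a score in whole numbers predicted at a common depth, which summed to 3348 to 5760 per nucleus against 1349 to 44204 UMIs in the raw matrix. A separate matrix held the deposited hashtag counts, 101 to 1244 per nucleus. The authors had removed nuclei without a hashtag call, nuclei with hashtags of several mice, and nuclei with many detected genes (the most here was 5497). Droplets with 2 nuclei of the same mouse are not removed by this step and no doublet caller was run here. Clustering was done by the authors on these nuclei at a resolution of 1.2. Their 21 cluster names were grouped here into 6 types, namely hepatocytes (13 names), cholangiocytes, CD45+ cells, Kupffer cells (spelled Kupfer in the table), and stellate and endothelial cells. Marker genes fixed beforehand were looked for among the 10 leading genes of each cluster. In 13 clusters more of them belonged to the cluster's own class than to any other, and 8 clusters had no marker of any class there, so that their names were not checked by this.

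Raw UMI counts were summed per mouse and cell type and rounded to whole numbers, because nuclei of a mouse are not independent replicates. A mouse entered a comparison with at least 10 nuclei of the type. The sums were tested with edgeR version 4.0.16 in R version 4.3.3 (filterByExpr, TMM scaling, quasi-likelihood F test, model of genotype alone, two-sided, Benjamini-Hochberg FDR threshold 0.05), after the model form that the authors used for their bulk RNA-Seq. CPM values below are scaled to the UMI total of each sum after TMM. For the difference of the genotype effect between hepatocytes and endothelial cells, cell type and its interaction with genotype were fitted with mouse as a block. Gene lists were tested with camera in limma version 3.58.1 on log2 CPM (prior count 2, preset inter-gene correlation 0.01). The lists were mitochondrially encoded genes, nuclear oxidative phosphorylation (OXPHOS) subunits, NAD synthesis, NAD consumption, ductular, periportal, pericentral and fibrosis genes. Lists with fewer than 3 genes past the count filter were not tested. Cell type shares, UMI shares and distances were compared by exact permutation tests (two-sided), which cannot go below p = 0.1 with 3 mice against 3. Exact binomial intervals of 95% cover counting error only.

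To compare cell types at like depth, hepatocyte nuclei were drawn to the number of nuclei of each other type in each mouse and thinned to its UMI total, in 20 seeded draws. The distance between mice was 1 minus Pearson's r of log2(CPM + 1) over 11810 genes after every hepatocyte sum had been thinned to 3524052 UMIs. For the neighbour search, hepatocyte nuclei were drawn to 562 per mouse and thinned to 1000 UMIs, and the 20 nearest neighbours were found on 30 principal components of 2000 variable genes (scikit-learn version 1.9.0, numpy version 2.4.6, scipy version 1.17.1, pandas version 2.3.3, Python version 3.11.15). Figures were drawn with matplotlib version 3.10.9.

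The tests of single genes were first tried on simulated counts in which 200 genes had a log2 change of 2. It recovered 79% of them for hepatocytes (11601 genes), 90% for endothelial cells (2679 genes), 86% for stellate cells (2206 genes), 63.5% for CD45+ cells (2631 genes) and 71% for the interaction. The interaction was simulated on the 2562 genes with enough endothelial counts and run on 11517 genes, so that its recovery among genes with few endothelial counts is not known. All genes were simulated independently, without differences of a whole mouse that many genes or both cell types share. Recovery in real mice that differ in this way is not known and may be lower.

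Depth differed between mice. The deposited matrix held 629 to 1063 nuclei and 3766532 to 7763269 UMIs per mouse. Hepatocyte sums held 3524052 to 6634851 UMIs after rounding, whereas endothelial sums held 89035 to 317339 UMIs, so that most genes could be tested in hepatocytes alone. Genes were named by a rule set before the data were examined, as were the tests above: Nampt, the genes of the lists, Rtn4, Sord and Ntrk2, and in each comparison the 5 highest and 5 lowest log2 fold changes among genes past the FDR threshold with a mean of at least 20 CPM and no overlap between groups. Predicted genes were counted but not named. Genes outside this rule are said to be so. Of 16 genes named by this rule or singled out, 14 were found by symbol in the GENCODE M21 annotation of GRCm38, from which coordinates were taken.

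Alternatives were RLE size factors, DESeq2 version 1.42.0, no filter on low counts, each mouse left out in turn, SCTransform-corrected values in place of raw counts, equal numbers of nuclei, removal of the 5% of nuclei with the most UMIs, and removal of 18 mitochondrial and ribosomal RNA related genes. After the data had been examined, a restriction to the 3903 hepatocyte nuclei with a hashtag margin of at least 1 was added, as were fits of each mouse on its own. The RNA pools were not analysed apart here, and the histological necrosis score of each liver was not used here. Kupffer cells and cholangiocytes were not tested for expression, since no WT mouse had 10 such nuclei.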

Results

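Liver nuclei of 3 WT and 3 HNKO mice were compared to ask which cells carry the transcriptional changes of livers that lack hepatocyte Nampt. The deposited data held 5193 nuclei, which is 20.4% of the 25500 nuclei sorted per the labels. WT mice 1, 2 and 3 contributed 629, 778 and 724 nuclei, and HNKO mice 1, 2 and 3 contributed 1063, 950 and 1049 nuclei. Mice are numbered by their hashtag names only. The total UMI count was 3766532, 4177571 and 4699686 in the WT mice and 7763269, 6496840 and 6400163 in the HNKO mice. The median UMI count per nucleus was 3447 to 3973 in WT mice and 4438 to 4912 in HNKO mice. Hashtag counts came from the mouse's own hashtag for 66.1% to 80.3% of counts in all mice but HNKO mouse 3, where the share was 49.0%.

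Nampt (chromosome 12, positions 32819545 to 32853349 in GRCm38, plus strand, protein coding) is the gene targeted in HNKO hepatocytes, and its count was examined first as a check of the genotype labels. Nampt expression in hepatocyte sums was 91.7, 108 and 103 CPM in WT mice 1, 2 and 3. In HNKO mice 1, 2 and 3 it was 91.7, 147 and 70.9 CPM, from 558, 887 and 499 UMIs. The means of 101 ± 8.45 CPM in WT mice and 103 ± 39.2 CPM in HNKO mice (SD, n = 3 each) did not differ (log2 fold change 0.03, SE 0.27, edgeR quasi-likelihood test, FDR 0.98). The largest shift came from leaving out HNKO mouse 2, after which the log2 fold change of Nampt was -0.31 (FDR 0.64, within a range of 0.64 to 1 over the alternatives). In the interaction fit described below, the genotype effect on Nampt was more negative in hepatocytes than in endothelial cells without passing the threshold (log2 difference -1.82, SE 0.60, edgeR FDR 0.38). The endothelial sums held 3, 1 and 3 Nampt UMIs in WT mice 1, 2 and 3 and 31, 16 and 8 in HNKO mice 1, 2 and 3, too few for the count filter in endothelial cells alone. The Nampt counts of hepatocytes did not separate the genotypes, and the groups below are the mice labelled WT and the mice labelled HNKO. Counts are per gene at the 3′ end and do not show which exons a transcript contained.

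**Figure D1:**
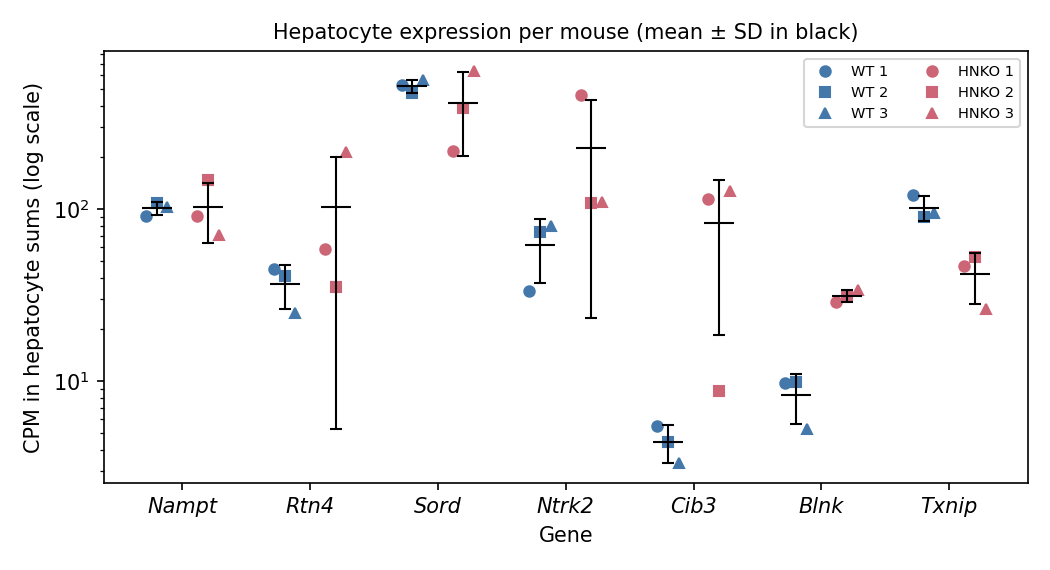
TMM-scaled CPM of 7 genes in the hepatocyte sums of each mouse on a log axis, with each point a mouse (WT blue, HNKO red) and black bars the mean ± SD of 3 mice. Nampt lies between 70.9 and 147 CPM in mice labelled HNKO and between 91.7 and 108 CPM in WT mice.

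To determine whether the cell type composition differed, the share of each type among all nuclei of a mouse was compared. Hepatocytes made up 90.6 ± 1.16% of nuclei in WT mice and 81.1 ± 4.92% in mice labelled HNKO (SD, n = 3 each). Cholangiocytes were 108 of the nuclei of HNKO mice and 2 of the nuclei of WT mice. Their share was 3.76%, 1.05% and 5.53% in HNKO mice 1, 2 and 3 (exact 95% intervals 2.70 to 5.09, 0.506 to 1.93 and 4.23 to 7.09). In WT mice 1 and 2 it was 0.159% and 0.129%, and in WT mouse 3 it was 0 of 724 nuclei, which allows a share of up to 0.414% by a floor of 3 counts (upper limit of the exact 95% interval 0.508%). CD45+ cells were 4.47 ± 1.84% in HNKO mice and 1.80 ± 0.742% in WT mice, and Kupffer cells were 2.05 ± 0.885% and 0.759 ± 0.201%. For hepatocytes, CD45+ cells, Kupffer cells and cholangiocytes, the mice of both genotypes did not overlap, with an exact permutation p of 0.1 (0.15 after Benjamini-Hochberg adjustment over 6 types), the smallest p that this design allows. The genotypes overlapped for endothelial cells (5.35 ± 1.34% against 3.83 ± 0.425%, exact permutation p = 0.3) and stellate cells (3.56 ± 0.498% against 2.94 ± 0.840%, exact permutation p = 0.4). The denominator changed a direction. Without HNKO mouse 1, the difference in CD45+ share fell from 2.67 to 1.71 percentage points and that in endothelial share from 1.52 to 0.859. Without WT mouse 2, the difference in stellate share fell from 0.623 to 0.183 percentage points. As shares of non-hepatocyte nuclei, both endothelial and stellate cells were lower in HNKO mice, by -11.4 percentage points each (exact permutation p = 0.2). With this denominator the genotypes overlapped for CD45+ cells (exact permutation p = 0.7) and Kupffer cells (exact permutation p = 0.3), and cholangiocytes stayed apart (exact permutation p = 0.1).

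**Figure D2:**
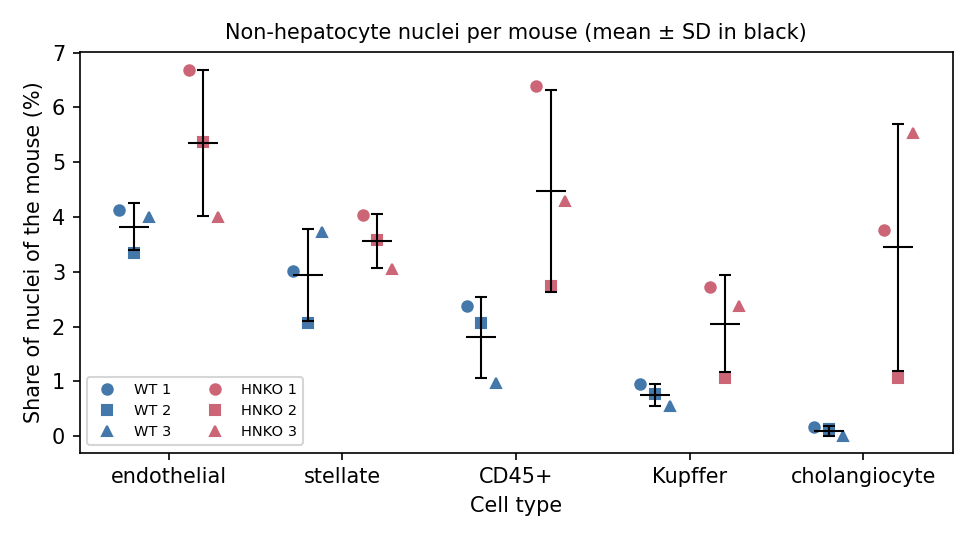
Share of nuclei (%) per mouse for 5 non-hepatocyte types, with each point a mouse and black bars the mean ± SD of 3 mice. Cholangiocyte shares are 1.05% to 5.53% in mice labelled HNKO and at most 0.159% in WT mice.

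Gene expression in hepatocytes was compared between mice labelled HNKO and WT mice. None of 11810 genes passed the FDR threshold in edgeR (smallest FDR 0.82), while 698 genes had an unadjusted p under 0.05. DESeq2 called 21 genes on the same sums, 17 higher and 4 lower in HNKO mice, and edgeR without a filter on low counts called 35 genes, the largest shift among the alternatives. Leaving out HNKO mouse 2 gave 32 genes, 30 of them higher in HNKO mice, whereas leaving out any of the other 5 mice gave 0. The values of both groups did not overlap for 1371 genes (11.6%), where chance gives 10%. Of the genes named by the study for hepatocytes of necrotic livers, Ntrk2 (chromosome 13, positions 58806569 to 59133970) was higher in all 3 HNKO mice, at 226 ± 203 against 62.2 ± 25.1 CPM (log2 fold change 1.86, SE 0.62, FDR 0.82), and the log2 fold change fell to 0.81 without HNKO mouse 1. Rtn4 (chromosome 11, positions 29692947 to 29744331) reached 215 CPM in HNKO mouse 3 and 58.7 and 35.4 CPM in HNKO mice 1 and 2, against 24.9 to 45.1 CPM in WT mice (log2 fold change 1.49, SE 0.63, FDR 0.82). Without HNKO mouse 3 the log2 fold change of Rtn4 was 0.36. Sord (chromosome 2, positions 122234749 to 122265340) was 413 ± 210 CPM in HNKO mice and 519 ± 44.9 CPM in WT mice (log2 fold change -0.33, SE 0.36, FDR 0.87), with a log2 fold change of -0.02 without HNKO mouse 1 and -0.77 without HNKO mouse 3. The study had chosen these 3 genes on the same nuclei.

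A further 3 genes were singled out after their values had been seen. Cib3 (chromosome 8, positions 72204335 to 72212837) was 115, 8.76 and 127 CPM in HNKO mice 1, 2 and 3 and 3.35 to 5.52 CPM in WT mice (log2 fold change 4.24, SE 0.91, edgeR FDR 0.82). It passed the threshold in DESeq2 (FDR 2.2e-05), without a count filter (FDR 0.0029) and without HNKO mouse 2 (FDR 0.0028), within a range of 2.2e-05 to 0.98 over its alternatives. Blnk (chromosome 19, positions 40928927 to 40994535) was 31.3 ± 2.59 CPM in HNKO mice and 8.34 ± 2.67 CPM in WT mice (log2 fold change 1.92, SE 0.27, edgeR FDR 0.82), and passed in DESeq2 (FDR 2.9e-05) and without a count filter (FDR 0.0035), within a range of 2.9e-05 to 0.98. Txnip (chromosome 3, positions 96557957 to 96561883) was lower in all 3 HNKO mice, at 41.9 ± 13.7 against 102 ± 17.0 CPM (log2 fold change -1.28, SE 0.27, edgeR FDR 0.82), and passed in DESeq2 alone (FDR 0.046), within a range of 0.046 to 0.98.

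The other types were tested in the same way to ask whether a genotype effect lies in hepatocytes alone. In endothelial cells, edgeR called 0 of 2743 genes (104 with an unadjusted p under 0.05) and DESeq2 called 1. In stellate cells, edgeR called 0 of 2266 genes (160 unadjusted) and DESeq2 called 1. Without HNKO mouse 2, stellate cells had 47 genes past the threshold, and without WT mouse 2 they had 1. CD45+ cells could be compared in 2 WT and 3 HNKO mice, with 0 of 2703 genes in edgeR (222 unadjusted) and 4 in DESeq2. Without HNKO mouse 2 they had 10 genes and without HNKO mouse 3 they had 1. The CD45+ sums joined several of the authors' clusters. Cluster CD45+ 1 held 52 of 68, 14 of 26 and 25 of 45 CD45+ nuclei in HNKO mice 1, 2 and 3. In WT mice 1 and 2 it held 5 of 15 and 5 of 16. Differences in CD45+ cells may therefore reflect this mix of clusters. Groups did not overlap for 279 genes (10.2%) in endothelial and 281 genes (12.4%) in stellate cells, where chance gives 10%, and for 718 genes (26.6%) in CD45+ cells, where chance gives 20%. When hepatocytes were thinned to the depth of endothelial, stellate or CD45+ cells, edgeR called a median of 0 genes over 20 draws (highest count 1, at CD45+ depth). The median number of genes with an unadjusted p under 0.05 was then 103.5, 88.5 and 95, against 104, 160 and 222 in endothelial, stellate and CD45+ cells themselves. The thinned hepatocytes had a median of 2466, 2280 and 2257.5 genes to test, against 2743, 2266 and 2703 in those types. With the number of nuclei matched but UMIs not thinned, the medians were 158.5, 135 and 170.

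The difference of the genotype effect between hepatocytes and endothelial cells was tested directly as an interaction with mouse as a block. edgeR called 13 of 11517 genes, 5 with a more positive effect in hepatocytes and 8 with a more negative one. With RLE size factors 12 genes were called, 8 and 4 of them in these directions. DESeq2 called 2 genes, and without the mouse block edgeR called 0. In the edgeR fit with the mouse block, p-values matched a normal distribution of the log2 difference over its SE. Uncertainty in each gene's spread between mice thus had no weight, so that the FDR values may be too small. Leaving out WT mouse 3, HNKO mouse 2 or HNKO mouse 3 gave 7, 32 and 5 genes. Among genes that met the naming rule, for which the change in hepatocytes and endothelial cells is given as group means, Cpne8 (chromosome 15, positions 90487482 to 90679432) was 32.7 CPM in HNKO and 8.27 CPM in WT hepatocytes, but 315 and 327 CPM in endothelial cells (log2 difference 1.89, SE 0.39, FDR 0.0032). Msrb3 (chromosome 10, positions 120781096 to 120899101) was 60.4 CPM in HNKO and 25.7 CPM in WT hepatocytes and 541 and 766 CPM in endothelial cells, so that both types contributed (log2 difference 1.45, SE 0.32, FDR 0.0077). In hepatocytes of HNKO mouse 2, Msrb3 was 27.9 CPM, within the WT range of 23.3 to 28.4 CPM. The count rows Pakap.1 and Pakap.2 had log2 differences of 3.28 and 3.19, but held nearly equal counts (109 and 111 UMIs in WT endothelial sums) and can share reads, so that they are uncertain as separate genes. In the other direction, Me1 (chromosome 9, positions 86581371 to 86695953) was 460 CPM in HNKO and 599 CPM in WT hepatocytes and 139 and 52.7 CPM in endothelial cells (log2 difference -2.11, SE 0.44, FDR 0.0037), but hepatocyte Me1 in HNKO mouse 2 (936 CPM) lay above every WT mouse. Cps1 (chromosome 1, positions 67123026 to 67231259) and Upp2 (chromosome 2, positions 58567298 to 58792971) had log2 differences of -1.25 and -1.19 (FDR 0.0081 and 0.028). Hepatocyte Cps1 was 3336 CPM in HNKO mouse 3 and 14931 to 19352 CPM in the other HNKO mice, against 13900 to 18758 CPM in WT mice. Sult2a1 (chromosome 7, positions 13796246 to 13837409) and Nrxn3 (chromosome 12, positions 88722876 to 90334935) were also called, but their WT endothelial sums held 9 UMIs and 1 UMI, so that no fold change is given.

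The mitochondrially encoded share of hepatocyte UMIs was compared because the study described lower mitochondrial transcripts in HNKO hepatocytes. The 13 genes took 0.185 ± 0.0071% of hepatocyte UMIs in mice labelled HNKO and 0.218 ± 0.0318% in WT mice (SD, n = 3 each, exact permutation p = 0.2), with overlap between the groups. The groups did not overlap for the median over nuclei (difference -0.0567 percentage points) or without the 5% of nuclei with the highest share (-0.0278 percentage points), each with an exact permutation p of 0.1, the smallest possible. Leaving out WT mouse 1 reduced the difference from -0.0334 to -0.0158 percentage points. Of the gene lists, camera called 3 as lower in HNKO hepatocytes. The mitochondrially encoded genes had a median log2 fold change of -0.38 with 13 of 13 genes negative (FDR 3.0e-05). Nuclear OXPHOS subunits had a median of -0.09 with 52 of 74 genes negative (FDR 0.0053), and periportal genes a median of -0.28 with 8 of 9 negative (FDR 0.0057). None of the 3 lists was called by fry or by camera with an estimated correlation. The OXPHOS list was not called without WT mouse 3 (FDR 0.11) or HNKO mouse 1 (FDR 0.37), nor the periportal list without WT mouse 3 (FDR 0.069) or HNKO mouse 3 (FDR 0.42), while the mitochondrially encoded list was called without any single mouse. NAD synthesis (median -0.07, FDR 0.19) and NAD consumption genes (median 0.06, FDR 0.52) were not called. Pericentral genes had a median of 0.22 while the camera test pointed down (FDR 0.33), so the signs differed. Without HNKO mouse 3 the test pointed up (median 0.29, FDR 0.69), and without HNKO mouse 1 it pointed down past the threshold (median -0.23, FDR 0.035), which are the highest and lowest FDR over its alternatives. The ductular list kept 1 gene and the fibrosis list 0 past the count filter, and neither was tested. No member of any list passed the threshold over all genes tested, and 0 passed when adjusted over the list alone.

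**Figure D3:**
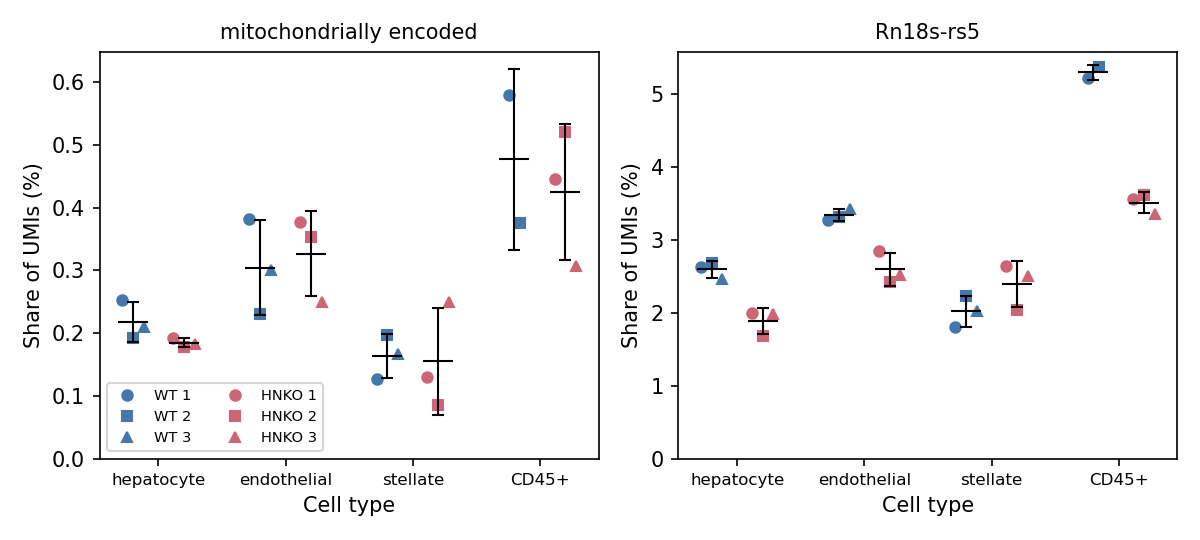
Share of UMIs (%) taken by the 13 mitochondrially encoded genes (left) and by Rn18s-rs5 (right) in each mouse and cell type, with each point a mouse and black bars the mean ± SD. In hepatocytes Rn18s-rs5 lies between 1.68% and 2.00% in mice labelled HNKO and between 2.47% and 2.69% in WT mice.

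The study described HNKO hepatocytes as more heterogeneous than WT hepatocytes, and the distance between the hepatocyte profiles of mice was therefore compared. This distance is taken between sums of mice and does not measure the spread among nuclei of a mouse, which the study's description also covers. The mean distance was 0.0562 among HNKO mice and 0.0280 among WT mice (exact permutation p = 0.4 over 10 splits, smallest possible p 0.1). The difference of 0.0282 fell to 0.0118 without HNKO mouse 3, which lay 0.0599 to 0.0772 from every other mouse. HNKO mouse 2 lay closest to WT mouse 2, at 0.0183. Hepatocyte nuclei were also compared with their 20 nearest neighbours. On average 47.3% of the neighbours came from the same mouse, where 16.6% were expected from equal numbers of nuclei per mouse. The share per mouse was 42.2%, 39.2% and 54.3% in WT mice 1, 2 and 3 and 60.2%, 34.8% and 52.9% in HNKO mice 1, 2 and 3. Without thinning, the mean was 75.1%. In the authors' clustering, 9 of the 13 hepatocyte clusters took over 90% of their nuclei from 1 mouse, and these 9 included clusters of WT mice and of HNKO mice.

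**Figure D4:**
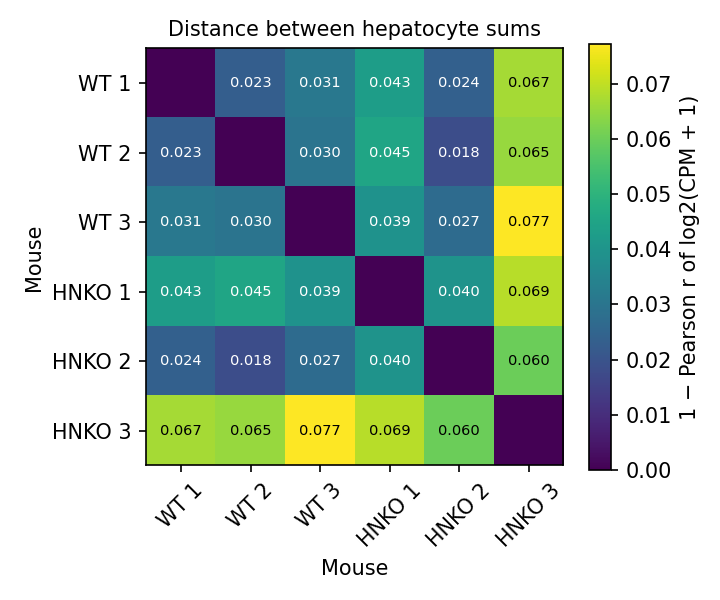
Distance between the hepatocyte sums of each pair of mice, as 1 minus Pearson's r of log2(CPM + 1) over 11810 genes at equal depth, with darker cells for closer pairs. HNKO mouse 3 lies 0.0599 to 0.0772 from the other mice, and HNKO mouse 2 lies 0.0183 from WT mouse 2.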

Values the study reported

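The study isolated nuclei from 3 WT and 3 HNKO mice after 6 weeks on the purified control diet. It reported that RNA was sequenced from 4250 nuclei per sample and that expression profiles fell into 21 clusters. In the cohort that the nuclei came from, the study reported a liver NAD+ content that was 75% lower in HNKO mice.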

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

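The comparisons of endothelial nuclei with hepatocytes in each mouse were chosen only after the genes had been called.

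A result drew attention because the genotype effect differed between cell types by a direct test. The edgeR interaction called 13 genes whose difference between mice labelled HNKO and WT mice was not the same in hepatocytes and endothelial cells. RNA of another cell type in the nuclei is a technical candidate, and its direction differs between the genes. For the 5 genes with the more positive effect in hepatocytes (Nrg1, Pakap.1, Pakap.2, Cpne8 and Msrb3), endothelial RNA counted in hepatocyte nuclei was tested. In HNKO mice these genes stood in hepatocytes at 2.90% or more of their endothelial level, whereas Stab2 and Ptprb, the 2 of 5 endothelial markers with enough counts in both types, reached at most 0.62% in any mouse. This argues against endothelial RNA as the source. RNA of the remaining cell types in hepatocyte nuclei was not examined and stays open. For Auts2, which was lower in HNKO hepatocytes, the lowest such level in HNKO mice was 0.43%, near that of the markers. Endothelial RNA and hepatocyte expression cannot be told apart in HNKO mice. Auts2 was 155, 32.7 and 82.0 times as abundant in endothelial nuclei as in hepatocytes of WT mice 1, 2 and 3. In WT mice 1, 2 and 3 this places hepatocyte Auts2 above both markers, which reached at most 0.47% in WT mice. These values argue against endothelial RNA as the whole source in WT mice 2 and 3. WT mouse 1 lay above the markers by less (0.29% and 0.14% for the markers in that mouse), at 5.52 CPM in hepatocytes, and stays open.

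For genes with the more negative effect in hepatocytes, hepatocyte RNA counted in endothelial nuclei was tested. Such RNA can raise a gene at most to its level in the hepatocytes that it came from. Stray hepatocyte RNA is argued against for Nrxn3. In each of the 3 HNKO mice Nrxn3 was at least 3.18 times as abundant in endothelial nuclei as in hepatocytes. The lowest of these values, in HNKO mouse 2, rests on few molecules, at 16.3 CPM in an endothelial sum of 184146 UMIs. In hepatocytes, Nrxn3 reached at most 8.59 CPM in any mouse. Nrxn3 was also among the 10 leading genes of the stellate cluster. RNA of stellate or other remaining cells in endothelial nuclei was not examined and stays open. For the other 6 genes (Me1, Cps1, Sult2a1, Trp53inp1, Upp2 and Plcb1) stray hepatocyte RNA and a difference between the cell types cannot be told apart. The means of Me1, Cps1, Sult2a1 and Trp53inp1 moved in opposite directions in the types. An equal share of stray RNA from each mouse's own hepatocytes would not give this. Single mice did not all follow these means, and the means of Upp2 and Plcb1 moved in the same direction in both types. Nuclei of all mice were pooled, so that stray RNA of other mice, which need not follow a mouse's own hepatocytes, stays open too. The share from a mouse's own hepatocytes was not shown to be equal either. For 10 hepatocyte markers the median level in endothelial nuclei was 23.7%, 40.0% and 21.7% of the level in hepatocytes in WT mice 1, 2 and 3 and 30.3%, 33.7% and 51.2% in HNKO mice 1, 2 and 3. Nrg1, Auts2, Trp53inp1 and Plcb1 lie outside the naming rule and were named after their values had been seen.

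Chance cannot be excluded either, because 2 of the 10 splits of the 6 mice gave as many genes, and no share under 0.1 is possible with 10 splits. By unadjusted p, 1 of the 10 splits, the true one, reached its 649 genes, which is the lowest share possible. The call also rested on the block for mouse, without which 0 genes passed, and DESeq2 called 2. Pakap.1 and Pakap.2 are 2 rows with nearly the same counts, so the number of separate genes may be below 13. A different genotype effect in hepatocytes, the cells in which the gene is targeted, stays open and was not tested beyond this.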

How the results depend on the processing

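The restriction to nuclei with a hashtag margin of at least 1 was chosen after the data had been examined. All other alternatives below were set earlier.

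In all, 367 alternatives were run over 41 results, and 282 of them kept the direction and the side of the threshold, or a count within 1.5 times. The share of mitochondrially encoded UMIs, the distance between mice and the hepatocyte, CD45+, Kupffer and cholangiocyte shares kept their direction under every alternative run, although as shares of non-hepatocyte nuclei the CD45+ and Kupffer differences had an exact permutation p of 0.7 and 0.3. Their exact tests could not fall below p = 0.1, so the unchanged side of the threshold says nothing about stability. The hepatocyte count stayed at 0 genes with RLE size factors, SCTransform-corrected values, equal nuclei, without the 5% of nuclei with the most UMIs, without the mitochondrial and ribosomal RNA genes, and with a hashtag margin of at least 1.

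DESeq2 called 21 genes in hepatocytes, 1 each in endothelial and stellate cells, 4 in CD45+ cells and 2 for the interaction. Without a filter on low counts, edgeR called 35, 16, 29 and 23 genes in hepatocytes, endothelial, stellate and CD45+ cells, while the number of genes tested in hepatocytes rose from 11810 to 26663. The interaction called 0 genes without the mouse block. Gene lists called by camera numbered 3, against 0 by fry and 0 with an estimated correlation. The cause of these differences was not tested.

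When each mouse was left out in turn, counts ranged from 0 to 32 genes in hepatocytes, 0 to 47 in stellate cells, 0 to 10 in CD45+ cells and 5 to 32 for the interaction, and from 1 to 3 gene lists. Each of these highest gene counts came without HNKO mouse 2. Endothelial cells gave 0 genes throughout. The cause was not tested.

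The log2 fold change of Nampt, 0.03, had no stable sign. It was -0.11 with SCTransform-corrected values, -0.0447 with equal nuclei and -0.10 without the 5% of nuclei with the most UMIs, and it ranged from -0.31 to 0.25 when mice were left out. It was negative without WT mouse 1 (-0.04) and without HNKO mouse 2 (-0.31). In none of these was the FDR under 0.05. The camera direction of the pericentral list turned from down to up without HNKO mouse 3 (median log2 fold change 0.29), and its median ranged from -0.23 (without HNKO mouse 1, FDR 0.035) to 0.38 (without WT mouse 2) when mice were left out. The cause was not tested. As shares of non-hepatocyte nuclei, the endothelial difference became -11.4 and the stellate difference -11.4 percentage points. This follows from the denominator, which holds the added cholangiocyte, Kupffer and CD45+ nuclei of HNKO mice. Without thinning, 75.1% of hepatocyte neighbours came from the same mouse, and nuclei then also differed in depth.

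Of the genes named beyond Nampt, Cib3, Blnk and Txnip passed the threshold under 3, 2 and 1 of their 14 alternatives, and Rtn4, Sord and Ntrk2 under none, all with unchanged direction. The 9 named interaction genes kept their direction under all 10 alternatives, as did the negative interaction of Nampt, which never passed the threshold. The 9 genes lost the threshold under 1 (Pakap.1, Pakap.2) to 7 (Upp2) of them.

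No paired analysis was possible because the hashtag names number the mice without linking a WT mouse to an HNKO mouse. The planned fits by necrosis score, by RNA pool, and of Kupffer cells and cholangiocytes were not run. Depth limited the number of genes tested, since filterByExpr kept 2266 genes in stellate cells against 11810 in hepatocytes.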

Other observations

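The tests of Nampt, Rn18s-rs5, mitochondrially encoded genes, neighbours and correlated changes were chosen only after the results were seen, as were the fits of single mice. The test of clock genes and the splits of the mice were written down before their results were seen.

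Nampt counts in hepatocytes were not lower in mice labelled HNKO. Nampt of the lowest WT mouse was 88.1% of the mean of the other 5 mice. An exchange of labels between a WT and an HNKO mouse would leave a low WT mouse only if the knockout lowers this count. Because transcripts of the recombined allele may still be counted, Nampt cannot show whether labels were exchanged. WT hepatocyte RNA that was counted in HNKO nuclei would have to fill them almost to the WT level, and would hold every other abundant WT gene at that level too. In HNKO mice 1 and 3, the 10 lowest of 4312 genes abundant in WT mice had medians of 26.7% and 10.2% of the lowest WT level, which is far below what Nampt would need. In HNKO mouse 2 the corresponding value was 60.9%, with Nampt above every WT mouse. That value leaves room for a smaller amount of WT RNA. Such RNA can raise a gene at most to its WT level, so that it could give a part of the Nampt count in that mouse but not all of it. How much of the count came from WT RNA and how much from true expression cannot be told apart in that mouse. Transcripts of the recombined allele may still be counted at their 3′ end. The log2 fold change of 0.0302 cannot settle this, because the counts are per gene and exons are not seen. A mouse with a single wrong label was not tested.

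Single mice differed widely in hepatocytes. Set against the 3 WT mice, HNKO mouse 1 had 50 genes past the threshold (47 higher), HNKO mouse 2 had 0 and HNKO mouse 3 had 460 (202 higher). WT mouse 3 had 297 genes against the other two WT mice, and WT mice 1 and 2 had 0. These fits hold fewer mice than those of the HNKO mice, so that the counts of the genotypes cannot be set against each other. A lone mouse is assumed in these fits to vary like the others. A candidate explanation for the spread among WT mice is sampling at different circadian times. The median variance percentile of 15 clock genes among genes of like expression was 87.8, and 2 of 10000 random lists reached it (95th percentile of random lists 70.3). The late arm of the clock minus the early arm was 1.02 log2 units in WT mouse 3 and -0.46 and -0.11 in WT mice 1 and 2. Ciart was 45.1 CPM in WT mouse 3 and 2.8 and 5.4 CPM in WT mice 1 and 2. Arntl was 3.1 CPM in WT mouse 3 and 10.8 and 9.1 CPM in WT mice 1 and 2. Dbp hardly set WT mouse 3 apart, at 32.6 CPM against 22.1 and 28.7 CPM in WT mice 1 and 2. Apart from Dbp, these values fit different sampling times, which were not used here, but do not show that they account for the other genes. No biological explanation was tested, since the WT mice form 1 group.

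Rn18s-rs5, a copy of 18S ribosomal RNA, took 1.89 ± 0.179% of hepatocyte UMIs in mice labelled HNKO and 2.60 ± 0.117% in WT mice without overlap (SD, n = 3 each, exact permutation p = 0.1, the smallest possible). Within each mouse the share was 4.84 to 10.4 times higher in the tenth of nuclei with the fewest UMIs than in the tenth with the most. A fixed amount of stray RNA in each droplet, diluted by the higher UMI totals of HNKO nuclei, would therefore lower the share. Among nuclei of equal total UMIs, however, the genotypes still did not overlap and the log2 ratio was -0.35, against -0.46 before, which argues against dilution as the whole cause. The share was also lower in HNKO mice without overlap in endothelial nuclei (2.60 against 3.34%, log2 ratio -0.36, exact permutation p = 0.1). In CD45+ nuclei it was 3.51% in HNKO mice against 5.30% in WT mice 1 and 2 (log2 ratio -0.59, exact permutation p = 0.2), but WT mouse 3, with 7 nuclei, lay below every HNKO mouse at 3.02%. Kupffer nuclei, with 4 to 6 nuclei per WT mouse, showed no lowering (4.21, 3.28 and 2.88% in HNKO mice 1, 2 and 3 against 3.08, 2.86 and 4.14% in WT mice 1, 2 and 3). A preparation shift that acts alike on every type is argued against by stellate nuclei, where the log2 ratio was 0.25 (exact permutation p = 0.2). The lowest stellate share in an HNKO mouse was 2.04%, above the 1.63% that the hepatocyte shift would have left of the highest WT share. A shift of preparation that acts on some types only and an effect of genotype both stay open.

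For mitochondrially encoded genes, the mean UMI count per hepatocyte nucleus was 13.6 ± 1.97 in HNKO mice and 13.6 ± 2.69 in WT mice (SD, n = 3 each), so that the lower share went with more UMIs of other genes. Among nuclei of equal total UMIs, the log2 ratio of shares was -0.26 with overlapping mice (exact permutation p = 0.3), against -0.24 before, so that matching did not reduce it. Because the mice overlap, dilution of stray RNA and lower mitochondrial RNA cannot be told apart.

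Neighbours of the same mouse may come from the separate preparation of each liver, which would act on all types. Endothelial nuclei had 17.8% same-mouse neighbours and as many hepatocyte nuclei, 26 per mouse, had 24.1%, where 16.1% was expected over 20 draws. HNKO mice 2 and 3 went the other way, at 15.3% and 4.1% in hepatocytes and 18.2% and 13.5% in endothelial nuclei, and the number of nuclei was too small to decide. A preparation effect and true differences between animals cannot be told apart here.

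Changes from WT in single HNKO mice correlated across 5266 genes with r = 0.08 (mice 1 and 2), 0.23 (mice 1 and 3) and 0.28 (mice 2 and 3). Genes are not independent replicates, and comparisons that share their controls correlate without any effect. Simulated unchanged mice set against the same WT mice gave a mean r of 0.25 (highest 0.27 in 100 simulations), and with separate controls the mean r was -0.08, 0.13 and 0.09. The highest observed value of 0.28 lay only slightly above the simulated range, and a change common to HNKO mice cannot be told apart from the shared controls.

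Chance cannot be excluded for a result across genes, because 3 mice against 3 allow 10 splits. Where the true comparison gave 0 genes, namely in hepatocytes, endothelial cells, stellate cells and hepatocytes thinned to endothelial or stellate depth, all 10 splits reach that count by construction, which shows nothing. By unadjusted p, 4 of the 10 splits gave as many genes as the 698 in hepatocytes, 9 as many as the 104 in endothelial cells and 3 as many as the 160 in stellate cells. For the gene lists, 2 of the 10 splits gave 3 or more.

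The data held 629 to 1063 nuclei per mouse. That is lower than the number of nuclei per sample quoted from the study above.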
